A study of Mus musculus with 16 samples.

How the data were processed

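RNA sequencing libraries of cultured mouse pluripotent cells were compared. Per the labels' protocols, total RNA was extracted with Trizol and a column kit, and libraries were made with a directional RNA-seq kit. The deposited table held raw counts per gene from the authors, with gene symbols and unversioned Ensembl identifiers. The labels do not state the aligner, the counting tool, the genome build, the annotation release or the strand setting. Overlapping, antisense and near-identical genes are therefore uncertain, and no coordinates are printed. The table had 34042 rows, of which 2003 were 0 in all 16 libraries. A further 6 columns matched no sample in the labels and were not used.

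Of the gene identifiers, 33860 were found in GENCODE mouse release 21, and 32492 had the same symbol there. This annotation, on GRCm38, was used only for chromosome membership, gene order, transcript length and GC content. Of the 18555 tested genes, 18496 had a length and a GC content.

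Samples were grouped by the culture condition in the labels. Replicates were passages of a line. The FS group had 2 lines and each other group had 1 line, so outside FS the line and the medium cannot be separated. Replicate numbers follow accession order and pair nothing. Total counts ranged from 22069338 to 33290250 per library, and intervals or floors based on counts cover counting error only. No library pair agreed within sampling noise, as the lowest chi-square per degree of freedom between libraries of a line was 8.40.

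Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups, library sizes were scaled by TMM, and a robust quasi-likelihood model with a mean per group was fitted to all 16 libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison. The comparison of the FS lines used a mean per line, and the passage trend used a mean per line with a common slope. FS-enriched genes were called with a log2 fold change of at least 1 against each of the 3 other groups, and FS-depleted genes in the opposite direction. CPM values are on the TMM scale. A group with at most 3 counts in every library was treated as being at the floor, and folds against it are lower bounds.

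The position of a library on the ES to EpiSC axis was its projection, over the 2000 most variable genes in log2 CPM with a prior count of 2, on the line from the ES mean (0) to the mean of both EpiSC groups (1). Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, for 9 lists in 5 comparisons, with adjustment over the 45 tests. These lists held genes of core pluripotency, naive pluripotency, formative epiblast, primitive streak and endoderm, neuroectoderm, Wnt targets, retinoic acid targets, the Nodal pathway and imprinting. Further lists of Y-linked genes, Xist and fibroblast genes were described and not tested as sets.

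The genes named were fixed by a rule written before the data were examined. For each comparison these are the 3 genes with the largest log2 fold change in each direction among called genes with an absolute log2 fold change of at least 1, a mean of at least 10 CPM in the higher group and no overlap between the libraries. For the FS sets they are the 5 genes with the largest smallest change over the 3 comparisons. All genes of the lists were also eligible. Which list genes are written out singly was chosen after their values were seen.

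Alternatives fixed before the data were examined were DESeq2 size factors, total counts only, no low-count filter, a mean of at least 1 CPM, leaving out each library, the DESeq2 1.42.0 Wald test, testing against a log2 change of 1, fitting only the groups compared, passage as a covariate, one mean per line, single FS lines, single EpiSC groups, other axis settings, fry, and camera with an estimated correlation. Of these, fitting only the groups compared, passage as a covariate and single EpiSC groups were fixed for the gene counts. They were not listed in advance for single genes. Leaving out the mitochondrial rRNA genes, and leaving out genes on chromosomes 11, X and Y, were chosen after seeing the data.

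The procedure was tested on simulated counts for 18555 genes, of which 200 differed in FS. It recovered 79% of these against ES, 70% against EpiSC_AFX and 72.5% against EpiSC_AF. Between 3.07% and 6.67% of the calls in these 3 comparisons were false. The rule for FS-enriched genes called 49 genes in simulated counts, and 49 of these were changed genes. An FS position set at 0.4 was returned as 0.413.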

Results

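Gene expression was measured by bulk RNA sequencing in 16 libraries of mouse pluripotent cells in 4 groups. Formative stem cells (FS) in A3XR medium gave 6 libraries, with 3 passages each of the lines 5ar1 and 5ar3. Epiblast stem cells (EpiSCs), which are cultures related to the later epiblast, gave 3 libraries of the line AF32 in AF medium (EpiSC_AF) and 3 of the line AFX6 in AFX medium (EpiSC_AFX). Naive embryonic stem cells (ES) of the line E14IV-C in 2iL medium gave 4 libraries. Total counts, in units of 1e+06, were 24.6 ± 2.48 in FS (SD, n = 6) and 29.0 ± 3.88 in EpiSC_AFX (SD, n = 3). They were 29.1 ± 2.59 in EpiSC_AF (SD, n = 3) and 23.9 ± 0.614 in ES (SD, n = 4). The mitochondrial rRNA gene mt-Rnr2 took between 9.96% and 38.1% of the counts of a library. The highest share was in ES replicate 1, against 17.7% to 18.97% in the other ES libraries.

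Libraries were first compared as a whole. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.966 to 0.990 between libraries of a line. They were 0.944 to 0.972 between the 2 FS lines and 0.945 to 0.969 between FS and EpiSC_AFX. FS and EpiSC_AF gave 0.931 to 0.946. Pairs of an ES library with a library of another group gave 0.754 to 0.817. The first principal component held 70.2% of the variance and separated ES from the other groups, and the second held 9.25%. On the second, FS libraries were at -51.8 to -35.1, EpiSC_AFX at 0.631 to 30.4 and EpiSC_AF at 73.7 to 78.2. ES libraries were at -3.58 to -2.19.

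**Figure D1:**
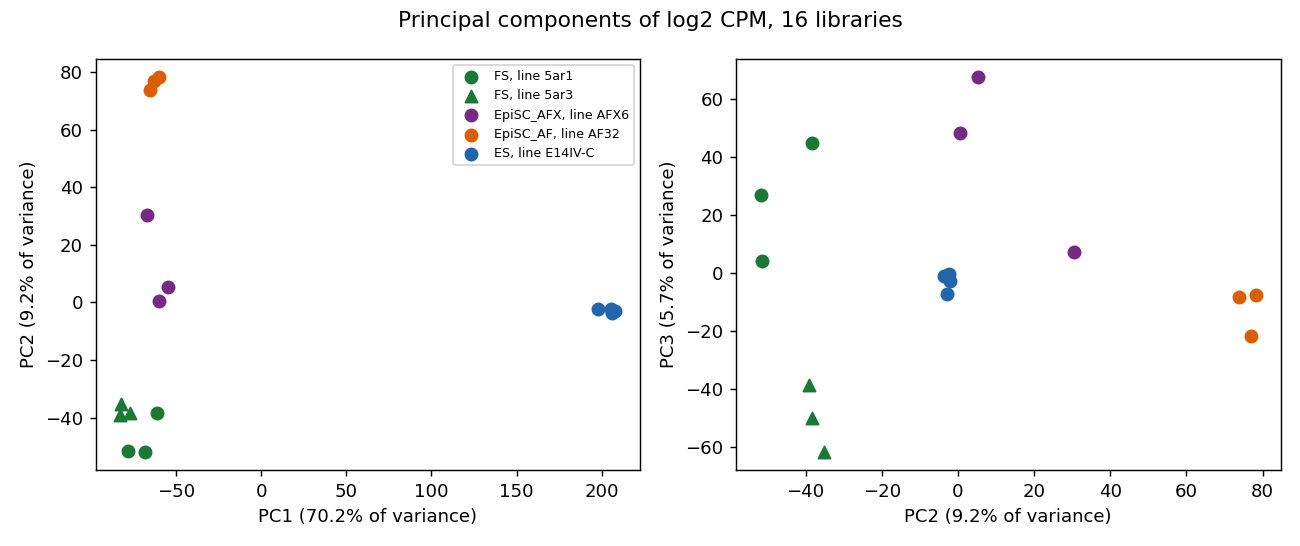
Principal components of log2 CPM for the 16 libraries, the first against the second (left) and the second against the third (right), with the share of variance on each axis; points are libraries, colours are groups and triangles are FS line 5ar3. ES libraries lie apart on the first component, which held 70.2% of the variance.

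Whether the formative cells lie between the other cell types was examined by their position between the ES mean (0) and the EpiSC mean (1). The FS libraries were at 0.994 ± 0.017 (SD, n = 6). Line 5ar1 was at 0.983 ± 0.015 (SD, n = 3) and line 5ar3 at 1.01 ± 0.0083 (SD, n = 3). The spread of the EpiSC libraries was of the same size, with EpiSC_AFX at 0.990 ± 0.018 (SD, n = 3) and EpiSC_AF at 1.01 ± 0.0079 (SD, n = 3). FS therefore differed on this axis from the mean of both EpiSC groups by less than the SD of the FS libraries. The alternative that moved this most took EpiSC_AF alone as the end point, which gave 0.949 ± 0.021 (SD, n = 6). There the distance of FS from the end point was larger than this SD. Differences between FS and EpiSC in other directions, as on the second principal component, do not show on this axis.

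Formative and naive cells were compared next. Of 18555 genes tested by edgeR's quasi-likelihood test, 11645 were called between FS and ES, with 6102 higher and 5543 lower in FS. An absolute log2 fold change of at least 1 was found for 7641 of them. The alternative that moved the count most, a test against a log2 change of 1, gave 5810 genes. With total counts as the only scaling, 70.5% of the calls were higher in FS, against 52.4% with TMM, and the median log2 fold change of all genes moved from 0.04 to 0.40.

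Genes with the largest rise in FS over ES were at the floor in ES. Lrrc4b (ENSMUSG00000047085) was at 11.9 ± 5.40 CPM in FS (SD, n = 6), at least 57.5-fold higher than in ES. Jakmip2 was at least 132-fold higher and Actc1 at least 80.7-fold higher. Among genes that fell, Zfp42 (ENSMUSG00000051176) was at 329 ± 57.5 CPM in ES (SD, n = 4) and at least 2326-fold lower in FS. Rbmxl2 was at least 298-fold lower and Gm6798 at least 1079-fold lower, where the latter is a predicted gene whose reads may be shared with related sequences.

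Of 11 naive pluripotency genes, 11 were called lower in FS than in ES over all genes and 11 when adjusted over the list alone. No called gene of a list changed direction in a comparison when DESeq2 size factors or total counts replaced TMM. Esrrb had a log2 fold change of -9.14 (SE 0.39, edgeR adjusted p 4.13e-12) and Klf4 of -6.25 (SE 0.28, edgeR adjusted p 8.68e-12). Of 8 formative epiblast genes, 7 were called higher in FS over all genes and 7 when adjusted over the list alone. The same numbers were called higher in EpiSC than in ES. Between FS and EpiSC_AFX 0 of these 8 genes were called over all genes and 2 when adjusted over the list alone. Between FS and EpiSC_AF 1 was called over all genes and 1 when adjusted over the list alone. An unadjusted p under 0.05 was found for 3 of the 8 against EpiSC_AFX and for 4 against EpiSC_AF. Otx2 was at 175 ± 27.5 CPM in FS (SD, n = 6) and 14.9 ± 4.49 CPM in ES (SD, n = 4). Fgf5 was at 66.9 ± 34.1 CPM in FS (SD, n = 6) and 0.182 ± 0.093 CPM in ES (SD, n = 4). Of 6 core pluripotency genes, 4 were called, of which 2 were higher and 2 lower, and 4 were called when adjusted over the list alone. Nanog had a log2 fold change of -2.72 (SE 0.19, edgeR adjusted p 1.30e-09). Pou5f1 did not differ, with a log2 fold change of 0.01 (SE 0.26, edgeR adjusted p 0.972), and its sign changed with the FS line used. With line 5ar1 alone it was 0.45 (edgeR adjusted p 0.0217), and with line 5ar3 alone it was -0.65 (edgeR adjusted p 0.00217). Over the alternatives other than leaving out a library, its adjusted p ranged from 0.00217 to 1.

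**Figure D2:**
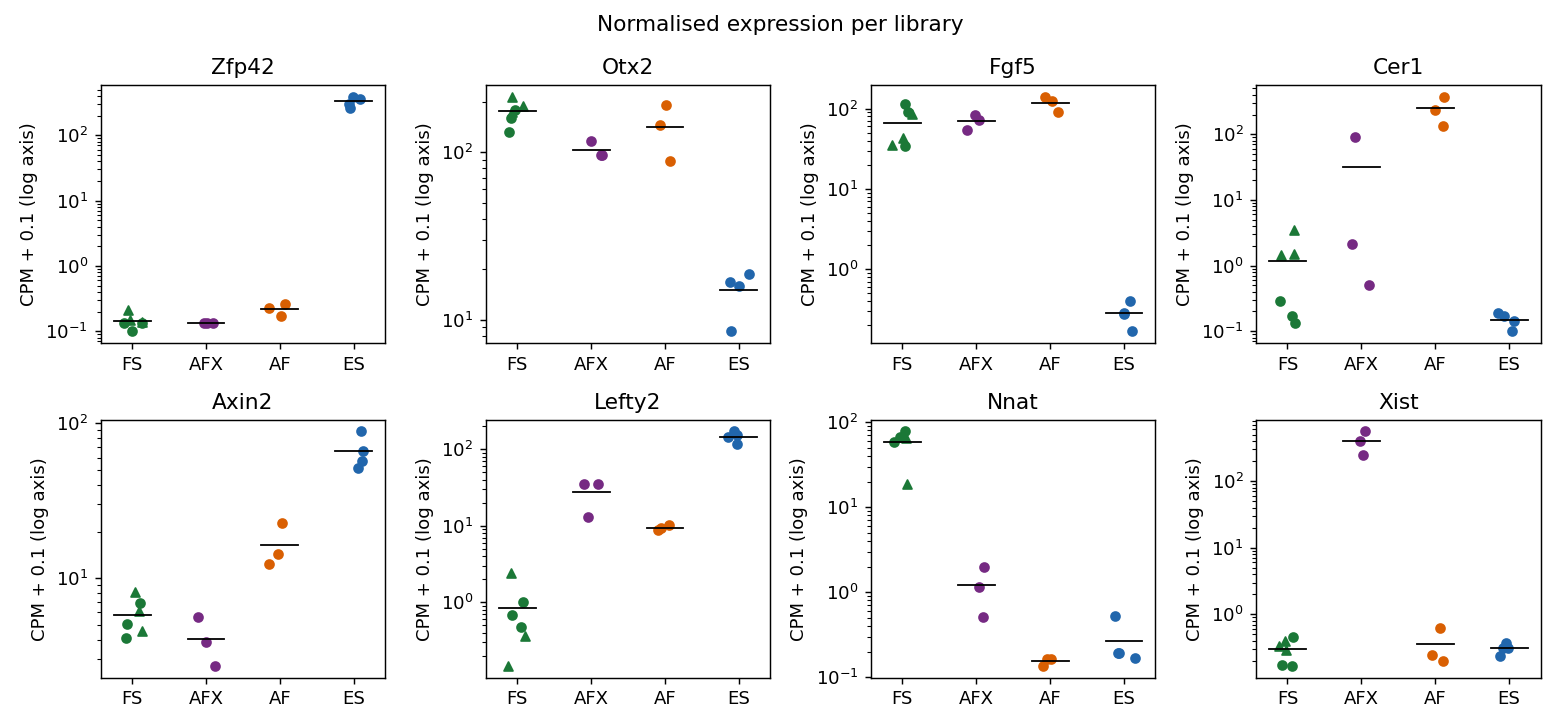
CPM plus 0.1 on a log axis for 8 genes in FS, EpiSC_AFX (AFX), EpiSC_AF (AF) and ES; points are libraries, triangles are FS line 5ar3 and bars are group means. Xist in each of the 3 EpiSC_AFX libraries lies above its level in the libraries of the other groups.

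EpiSCs and ES cells were compared as the mean of both EpiSC groups against ES. This gave 11350 genes, with 5801 higher and 5549 lower in EpiSC. With total counts as the only scaling, 64.8% of the calls were higher in EpiSC, against 51.1% with TMM, and without the low-count filter 6211 were higher and 6222 lower. Spic was at 52.3 ± 10.8 CPM in ES (SD, n = 4) and at least 489-fold lower in EpiSC. Gm6798 was at least 1424-fold lower and 1700097N02Rik at least 386-fold lower. The mean over the EpiSC libraries was at least 673-fold higher for Cer1, at least 259-fold higher for Lhx1 and at least 170-fold higher for Cyp26a1. These bounds hold for the mean and not for each library, since EpiSC_AFX replicates 2 and 3 were far below it. The EpiSC libraries ranged from 0.407 to 375 CPM for Cer1, from 0.339 to 157 CPM for Lhx1 and from 0.271 to 98.8 CPM for Cyp26a1. In EpiSC_AFX replicates 2 and 3, Lhx1 had 13 and 10 counts and Cyp26a1 had 36 and 8 counts. The fold changes of FS against ES and of EpiSC against ES correlated across genes at 0.945, where simulated unchanged groups that shared the ES libraries gave 0.614. Both comparisons called 9816 genes, and 9775 of these (99.6%) changed in the same direction. In the simulations 99.9% of the genes with an unadjusted p under 0.05 in both comparisons did so. The share with one direction was near its limit in both cases, so it cannot show agreement beyond the shared ES libraries. The correlation was above the highest of the 20 simulations, 0.634, and none of them called a gene in both comparisons. The simulated lines did not differ, so this cannot separate the groups from their lines.

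FS and EpiSC_AFX differed in 927 genes, with 537 higher and 390 lower in FS. With total counts as the only scaling, 72.7% of the calls were higher in FS, against 57.9% with TMM. Fitting only FS line 5ar3 gave 1765 genes, and leaving out EpiSC_AFX replicate 3 gave 380, with 189 higher and 191 lower. A regrouping that set FS line 5ar3 against the other FS line and EpiSC_AFX together gave 882 genes. The 3 largest rises were the Y-linked genes Kdm5d, Uty and Eif2s3y, and the largest fall was Xist (ENSMUSG00000086503), at 402 ± 156 CPM in EpiSC_AFX (SD, n = 3) and 0.201 ± 0.115 CPM in FS (SD, n = 6). All 4 Y-linked genes of the list were called over all genes, and 4 were called when adjusted over the list alone. Lefty2 had a log2 fold change of -5.18 (SE 0.50, edgeR adjusted p 1.66e-05) and Tdgf1 of -3.98 (SE 0.69, edgeR adjusted p 0.0031). Tdgf1 shares sequence with Tdgf1-ps1, and both are uncertain for that reason.

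FS and EpiSC_AF differed in 3089 genes, with 1455 higher and 1634 lower in FS. The more frequent direction changed with total counts as the only scaling, which gave 1341 higher and 1066 lower, and with the DESeq2 Wald test, which gave 1939 higher and 1898 lower. Without EpiSC_AF replicate 1 the count was 1799. Chromosome 11 held 519 of these calls, or 16.8%. Nnat (ENSMUSG00000067786) was at 58.7 ± 20.6 CPM in FS (SD, n = 6) and at least 553-fold higher than in EpiSC_AF. Wdr86 had a log2 fold change of 8.54 (SE 0.57, edgeR adjusted p 8.50e-08). H2-Q6 was at least 103-fold higher, and belongs to a multigene family whose reads can be split. Cfc1, Cer1 and Pga5 fell most, with log2 fold changes of -8.42, -7.88 and -7.67. Of the 13 primitive streak and endoderm genes, 11 were tested, and 11 were called lower in FS both over all genes and when adjusted over the list alone. The fall of Eomes was 1.22 on the log2 scale, as a log2 fold change of -1.22 (edgeR adjusted p 0.0222), and the libraries of the groups overlapped. It was not called without EpiSC_AF replicate 2 (edgeR adjusted p 0.291), and over the other alternatives its adjusted p ranged from 0.00849 to 0.936.

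The 2 comparisons of FS with EpiSC share the FS libraries. Both called 596 genes, of which 589 (98.8%) changed in the same direction, and no simulation of 20 with unchanged groups called a gene in both. Among genes with an unadjusted p under 0.05 in both, 88.7% to 99.1% shared their direction in the simulations, a range that holds the observed share. Their fold changes correlated across genes at 0.591, against 0.332 in the simulations. No simulated line differed from another, so these simulations cannot separate FS from its lines.

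EpiSC_AFX and EpiSC_AF differed in 791 genes, with 265 higher and 526 lower in EpiSC_AFX. Fitting only these groups gave 2276 genes, and leaving out EpiSC_AFX replicate 2 gave 351. Without genes on chromosomes 11, X and Y, an alternative chosen after seeing the data, the count was 365. Xist had a log2 fold change of 10.59 (SE 0.51, edgeR adjusted p 1.21e-09) and Tspan6 of 5.30 (SE 0.59, edgeR adjusted p 5.09e-05). Scd1 had a log2 fold change of 4.86 (SE 1.27, edgeR adjusted p 0.0394) but was not called without the low-count filter (edgeR adjusted p 0.133) or without EpiSC_AF replicate 2 (edgeR adjusted p 0.156). Over the alternatives other than leaving out a library, the adjusted p ranged from 1.38e-04 to 0.176. Eif2s3y, Ddx3y and Uty fell most, with log2 fold changes of -9.19, -9.18 and -8.82. Axin2 was at 3.95 ± 1.45 CPM in EpiSC_AFX (SD, n = 3) and 16.3 ± 5.63 CPM in EpiSC_AF (SD, n = 3; edgeR adjusted p 0.0011). It was not called when tested against a log2 change of 1 (edgeR adjusted p 0.0596). Over the alternatives other than leaving out a library, this was the highest adjusted p, and the lowest was 7.59e-08. T was lower in EpiSC_AFX (edgeR adjusted p 0.0208), but was not called without EpiSC_AFX replicate 2 (edgeR adjusted p 0.118). Over the alternatives other than leaving out a library, its adjusted p ranged from 0.00293 to 0.115.

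**Figure D3:**
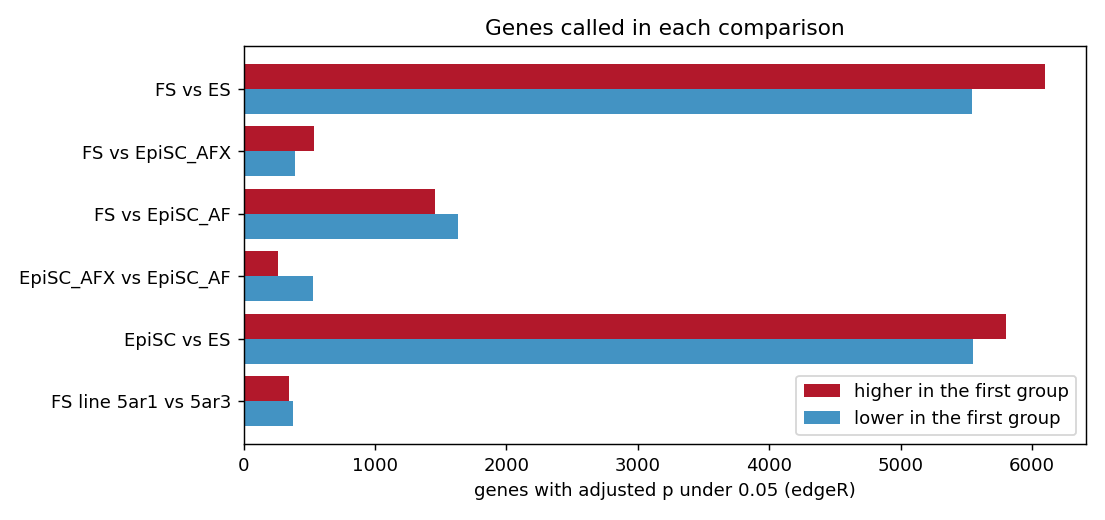
Number of genes with an edgeR adjusted p under 0.05 in each comparison, as bars from 0 for genes higher and lower in the group named first. FS against ES gave 11645 genes and FS against EpiSC_AFX gave 927.

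Genes that differed in FS from each other group were then counted. There were 176 FS-enriched and 94 FS-depleted genes, and none in 20 simulations of unchanged groups. These simulations held no differences between lines, so they cannot tell an effect of the group from one of its lines. With FS line 5ar3 alone the FS-enriched count was 354, and with line 5ar1 alone it was 137. Without EpiSC_AFX replicate 3 it was 81, and without EpiSC_AFX replicate 1 the FS-depleted count was 54. Without the latter library Myof was not called between FS and EpiSC_AFX (edgeR adjusted p 0.0579), nor was it when tested against a log2 change of 1 (edgeR adjusted p 0.101). Platr10 was not called between FS and EpiSC_AF in that test (edgeR adjusted p 0.0792). Over the alternatives other than leaving out a library, these were the highest values, and the lowest were 5.20e-05 for Myof and 5.04e-05 for Platr10. H2-Q6, Nnat, Kdm5d, Wdr86 and Sorcs1 led the FS-enriched genes. Kdm5d is Y-linked, and other Y-linked genes were expressed in EpiSC_AF and ES. Tdgf1, Tdgf1-ps1, Platr10, Myof and Upp1 led the FS-depleted genes. Upp1 was at 7.09 ± 1.23 CPM in FS (SD, n = 6), 29.0 ± 14.2 CPM in EpiSC_AFX (SD, n = 3), 110 ± 22.2 CPM in EpiSC_AF (SD, n = 3) and 268 ± 16.4 CPM in ES (SD, n = 4).

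Of the 45 gene list tests, camera called 17. Of these calls, 16 held under fry and 2 under an estimated correlation, namely the naive pluripotency genes in FS and in EpiSC against ES. Of 100 groupings of the 16 libraries, the real one included, 12 gave at least 17 calls, and the median of the others was 11. The number of camera calls was therefore above the median of the random groupings but within their range, which reached 24. Wnt targets were called lower in FS than in EpiSC_AF (camera adjusted p 5.32e-04) and lower in EpiSC_AFX than in EpiSC_AF (camera adjusted p 1.77e-04). Of 10 Wnt targets, 5 were called between FS and EpiSC_AF over all genes and 5 when adjusted over the list alone. Nodal pathway genes were called lower in FS than in EpiSC_AFX (camera adjusted p 4.32e-07), with 4 of 6 genes called over all genes and 5 when adjusted over the list alone. They were also called lower in FS than in EpiSC_AF (camera adjusted p 1.77e-04), with 5 of 6 genes called over all genes. Nodal itself had an edgeR adjusted p of 0.038 in FS against EpiSC_AFX and was not called without EpiSC_AFX replicate 3 (edgeR adjusted p 0.109). It was also not called with total counts only (edgeR adjusted p 0.0553), without the low-count filter (0.118), with only the groups compared (0.131) or when tested against a log2 change of 1 (0.35). Over the alternatives other than leaving out a library, its adjusted p ranged from 4.19e-04 to 0.35. Neuroectoderm genes were called higher in FS than in EpiSC_AFX (camera adjusted p 0.0087), and imprinted genes were too (camera adjusted p 0.0012). Of 4 neuroectoderm genes, 1 was called over all genes and 4 when adjusted over the list alone. Of 16 imprinted genes, 4 were called over all genes and 8 when adjusted over the list alone. Between FS and EpiSC_AF camera called neither the neuroectoderm genes (camera adjusted p 0.619) nor the imprinted genes (camera adjusted p 0.482). There 0 of 4 and 4 of 16 genes were called over all genes. These neuroectoderm genes differed between the FS lines, with a median log2 fold change of -3.04 in 5ar1 against 5ar3, and 2 of 4 were called between the lines over all genes and 4 when adjusted over the list alone. Sox1 was not called in FS against EpiSC_AFX (edgeR adjusted p 0.0878), and its libraries overlapped. It was called there with line 5ar3 alone (edgeR adjusted p 6.33e-04), with one mean per line (edgeR adjusted p 0.0132) and with DESeq2 (adjusted p 0.0084). With line 5ar1 alone its log2 fold change was 0.31 (edgeR adjusted p 0.876). This was its highest adjusted p over the alternatives other than leaving out a library. Between the FS lines 1 of 6 Nodal pathway genes and 2 of 16 imprinted genes were called over all genes, and 2 and 6 when adjusted over the list alone. In FS replicates 5 and 6 Nodal had 22 and 36 counts, against 163 to 630 in the other FS libraries. Tdgf1 had 17 and 21 counts there, against 319 to 706. For retinoic acid targets camera made no call in the 5 comparisons, and 4 of 7 genes were called between FS and EpiSC_AF both over all genes and when adjusted over the list alone. Of 7 tested fibroblast genes, 6 were called between FS and ES and 1 between FS and EpiSC_AFX, with the same numbers when adjusted over the list alone. Between FS and EpiSC_AF 5 of the 7 were called over all genes, with 4 lower and 1 higher in FS, and 6 when adjusted over the list alone. In FS against EpiSC_AFX, Lhx1 and Sox17 of the primitive streak and endoderm list were called lower, but without EpiSC_AFX replicate 1 their log2 fold changes were 0.73 and 1.37.

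The 2 FS lines shared a medium and were compared with each other. The count was 720 genes, with 345 higher and 375 lower in 5ar1. With total counts as the only scaling 278 were higher and 222 lower. The count was 289 without FS replicate 3, with 160 higher and 129 lower, and 1567 without FS replicate 1. More genes were also higher than lower without FS replicate 2, 4 or 5, at 50.3% to 55.6% of the calls. Rab25, Mal2 and Sfn were higher in 5ar1, with log2 fold changes of 6.81, 4.77 and 4.35. Insig1, Six3os1 and Greb1l were lower, with log2 fold changes of -6.30, -5.70 and -5.42. Six3os1 is an antisense gene and uncertain because the strand setting is not stated. Sox1 was at 1.18 ± 0.129 CPM in 5ar1 (SD, n = 3) and 22.9 ± 4.44 CPM in 5ar3 (SD, n = 3; edgeR adjusted p 8.85e-04).

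A common trend with passage number within lines was called for 1 gene, Xlr3a, with a log2 change of 0.25 per passage (SE 0.034, edgeR adjusted p 0.0251). An unadjusted p under 0.05 was found for 1646 genes. In 10 of the 16 fits that each left out one library no gene was called, while 1112 to 2031 genes had an unadjusted p under 0.05. Without EpiSC_AFX replicate 1 the count was 10. Of 100 orders of the passage numbers within lines, the real one included, 9 gave at least 1 gene.

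Expression was also summarised by autosome over 9255 genes with a mean of at least 10 CPM. In the 3 EpiSC_AF libraries, chromosome 11 genes had a median log2 shift of 0.40 to 0.46 from the other lines. Their other autosomes ranged from -0.14 to 0.16.

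**Figure D4:**
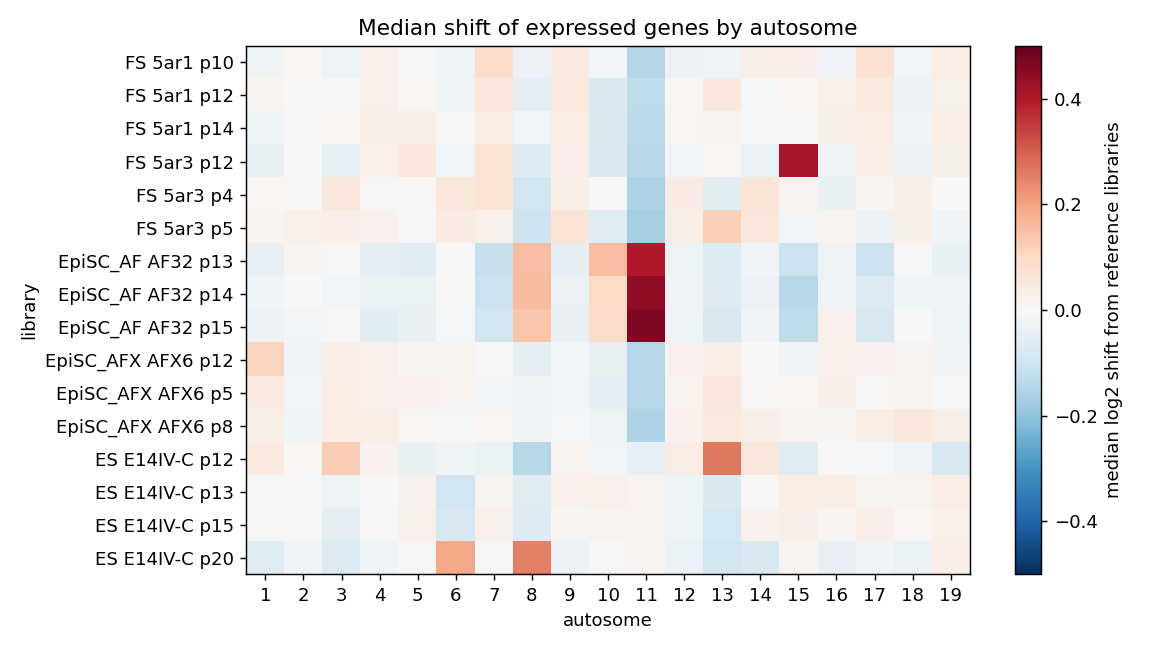
Median log2 shift of expressed genes for each autosome (columns) and library (rows), from the other FS and EpiSC lines or, for ES, from the other ES libraries. Chromosome 11 in the EpiSC_AF libraries is at 0.40 to 0.46, and its lower values in the other FS and EpiSC libraries follow from EpiSC_AF being among their references.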

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

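Tests of ES replicate 1 without it in any reference, the passage slope fitted in FS alone, and the counts of FS line calls that stayed with passage in the model were chosen only after the results were seen. Across 108 combinations of a measure and a group, 13 had a library far from the others, where chance alone gives about 5.4.

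ES replicate 1 stood apart from the other ES libraries in several measures. Its mt-Rnr2 share was 38.1% against 17.7% to 18.97%, and its 10 most abundant genes took 45.9% of the counts against 24.7% to 26.02%. Its TMM factor was 0.6255 against 0.923 to 0.955. It also had Uty at 152 CPM against 59.8 to 73.9, Eif2s3y at 220 CPM against 91.2 to 111, and Tspan6 at 28.1 CPM against 6.28 to 9.39. Without the mitochondrial rRNA genes its TMM factor was 0.820, still below the 0.921 to 0.942 of the others, so these genes account for part of the shift and not for all of it. A test of GC content and length written before its result was seen gave a correlation of 0.381 in size. It decided nothing, because the references of the other ES libraries held replicate 1 and mirrored it at up to 0.381. With replicate 1 in no reference, its difference correlated with transcript length at -0.38 across genes, while the largest correlation with GC content or length of another ES library was 0.187. A length-related library difference may therefore contribute. The ES libraries also differ in passage, and replicate 1 has the lowest, 12 against 13, 15 and 20. Over passages 13, 15 and 20 the mt-Rnr2 share was 18.5%, 18.97% and 17.7%, and the TMM factor was 0.924, 0.923 and 0.955. For these measures this argues against a steady change with passage. A change between passages 12 and 13 stays open, because 1 library cannot separate it from a library difference.

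Among the FS libraries, the 10 most abundant genes took 32.1% of the counts of replicate 6, against 17.4% to 22.8%. Actc1 was at 43.5 CPM in replicate 5, against 5.69 to 19.3. Tfcp2l1 was at 9.86 CPM in replicate 1, against 1.70 to 4.30. In replicate 4, Nnat was at 18.7 CPM against 57.8 to 77.9, Scd1 at 152 CPM against 2.00 to 52.2, and Lgr5 at 1.29 CPM against 0.222 to 0.471. In ES replicate 4, Nnat was at 0.425 CPM against 0.0691 to 0.0911, which is close to the floor. No explanation was tested for these single genes.

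The effects of the 2 FS lines against the other groups differed, with 720 genes called between the lines. With GC and length offsets 841 genes were called, which argues against such a bias as the whole cause. With passage number as a covariate the count was 431, and 368 of the 720 calls stayed, each in the same direction. With the slope fitted in FS alone 170 genes were called, 152 of them among the 720. That slope itself was called for 10 genes, and 2580 had an unadjusted p under 0.05. Under both slopes 151 of the 720 calls stayed, each in the same direction, which argues against a linear effect of passage as the whole cause of these 151. For the other 569 calls, passage and a loss of precision cannot be told apart. The 568 calls lost with the slope in FS alone kept a median 0.862 of their fold change while their errors grew by a median factor of 1.28. The 5ar3 passages were 4, 5 and 12 and those of 5ar1 were 10, 12 and 14. Of the 10 splits of the 6 FS libraries, 1 gave as many genes, the real one, and 10 splits cannot reach a share under 0.05. The largest other split gave 262 genes. A difference between the lines remains open.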

How the results depend on the processing

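No paired analysis was possible because the labels give passage numbers and not replicate numbers. The cause of the changes below was not tested unless given.

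Tested against a log2 change of 1, which is stricter by construction, counts fell to 5810 for FS vs ES, 158 for FS vs EpiSC_AFX, 682 for FS vs EpiSC_AF, 102 for EpiSC_AFX vs EpiSC_AF, 5436 for EpiSC vs ES and 128 between the FS lines. Fitting only the groups compared gave 557 genes for FS vs EpiSC_AFX, 2276 for EpiSC_AFX vs EpiSC_AF and 375 between the FS lines. Of the 791 EpiSC_AFX vs EpiSC_AF calls, 707 were among the 2276. The DESeq2 Wald test gave 1639, 1383 and 1292 genes in these comparisons and 21 for passage. With passage as a covariate, 431 genes were called between the FS lines.

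One mean per line gave 1429 genes for FS vs EpiSC_AFX and 143 FS-depleted genes. FS line 5ar3 alone gave 1765 genes for FS vs EpiSC_AFX, 354 FS-enriched and 161 FS-depleted genes. Without a fold threshold there were 144 FS-depleted genes, and with total counts only 62. The passage trend gave 2 genes with total counts only and 18 without the low-count filter. Camera with an estimated correlation called 2 list tests. With EpiSC_AF only, the axis position was 0.949. Without chromosomes 11, X and Y, chosen after seeing the data, 365 genes were called for EpiSC_AFX vs EpiSC_AF. Those chromosomes held 318 of the 791 calls, which accounts for part of the fall. Calls on other chromosomes were lost too, and the cause was not tested. Without the mitochondrial rRNA genes, also chosen after seeing the data, each count it was run on stayed within 1.5 times.

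With total counts only, the share of calls that were higher moved from 52.4% to 70.5% for FS vs ES, from 57.9% to 72.7% for FS vs EpiSC_AFX and from 51.1% to 64.8% for EpiSC vs ES. The median log2 fold change of all genes was then 0.40, 0.16 and 0.27, and 0.13 for FS vs EpiSC_AF. The share also moved from 47.1% to 55.7% for FS vs EpiSC_AF and from 47.9% to 55.6% between the FS lines, so that most calls were higher. The DESeq2 Wald test gave 1939 higher and 1898 lower for FS vs EpiSC_AF, and without the low-count filter EpiSC vs ES had 6211 higher and 6222 lower. The more frequent direction also changed without EpiSC_AFX replicate 3 for FS vs EpiSC_AFX, with 49.7% higher, and between the FS lines in 4 of the fits that each left out one library, with 50.3% to 55.6% higher.

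Across the 16 fits that each left out one library, counts ranged from 10793 to 11901 for FS vs ES, 380 to 1221 for FS vs EpiSC_AFX, 1799 to 3620 for FS vs EpiSC_AF, 351 to 981 for EpiSC_AFX vs EpiSC_AF, 10453 to 11608 for EpiSC vs ES and 289 to 1567 between the FS lines. They ranged from 81 to 250 FS-enriched genes, 54 to 107 FS-depleted genes, 0 to 10 genes for passage (0 in 10 of the 16 fits, with 1112 to 2031 at an unadjusted p under 0.05) and 16 to 20 list tests, and the axis position from 0.989 to 1.002. The lowest counts came without EpiSC_AFX replicate 3 for FS vs EpiSC_AFX (380) and FS-enriched (81), without EpiSC_AFX replicate 2 for EpiSC_AFX vs EpiSC_AF (351), and without FS replicate 3 between the lines (289).

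Of 94 log2 fold changes of named genes, 14 changed under at least 1 alternative. The sign of Pou5f1 in FS vs ES reversed with one mean per line (-0.095), FS line 5ar3 only (-0.65), without the mitochondrial rRNA genes (-6.1e-05) and without FS replicate 1 (-0.020). In FS vs EpiSC_AFX it reversed with total counts only (0.023), FS line 5ar1 only (0.33) and without FS replicate 5 (0.035). For named genes only 1 fit that left out a library was kept per gene and comparison. Leaving out other libraries may therefore reverse these signs too. Among the alternatives, 38 values were weaker and 5 stronger. Over all list genes, 236 of 546 pairs of a gene and a comparison were called, and 70 of these were lost under at least 1 alternative. The sign of 4 called pairs reversed: Sox1 and Zic1 in FS vs ES with FS line 5ar1 only, and Lhx1 and Sox17 in FS vs EpiSC_AFX without EpiSC_AFX replicate 1.

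In other splits of the same libraries, 1 of 100 drawn splits gave as many genes as the real one for FS vs ES, and 1 of 100 for EpiSC vs ES, each being the real split. For FS vs EpiSC_AF and FS vs EpiSC_AFX it was 1 of 84 each. For EpiSC_AFX vs EpiSC_AF it was 1 of 10, which cannot reach a share under 0.05. FS-enriched and FS-depleted counts were reached by 1 of 100 regroupings each, the real one. For list tests 12 of 100 regroupings reached 17, and for passage 9 of 100 orders of the passage numbers reached 1 gene. The FS vs EpiSC_AFX split that set line 5ar3 apart gave 882 genes against 927. Apart from the passage orders, these splits and regroupings moved single passages between lines. Passages of a line are not independent, so a low share cannot show that a group differs beyond its lines.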

Other observations

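The tests below were chosen after the patterns were seen, except those of the chromosome parts and the GC content and length regression for chromosome 11, whose outcome had not been seen when they were chosen.

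Of 304 pairs of a library and an autosome, 6 had a median log2 shift over 0.2, a limit chosen after the shifts were seen. Chromosome 11 genes were higher in all 3 EpiSC_AF libraries. In these libraries the median log2 shift was at least 0.35 in each of the 2 parts of the chromosome with equal gene numbers. Parts of their other autosomes reached at most 0.18, which argues against a few strongly changed genes. After regression on GC content and length the lowest shift was 0.41, which argues against that bias. At least 85.3% of the chromosome 11 genes were higher, against at most 70.7% for another autosome of the EpiSC_AF libraries. A gain of the chromosome in part or all of the cells may explain this. With 3 copies in place of a pair in every cell, the shift would be 0.58 if expression followed copy number. The shift was 0.40 to 0.46, which does not tell part from all of the cells. No DNA was measured, so a gain remains a hypothesis. It bears on the comparisons with EpiSC_AF: chromosomes 11, X and Y held 11.3% of the tested genes and 40.2% of the EpiSC_AFX vs EpiSC_AF calls, with 281 of the 791 on chromosome 11. Line and medium are not separable in these calls.

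Chromosome 15 genes had a shift of 0.41 in FS replicate 4 (line 5ar3, passage 12). After the regression it was 0.33, against at most 0.07 for its other autosomes, which argues against GC content or length as the whole cause. The 2 parts of the chromosome shifted by 0.20 and 0.55. Chromosome 8 genes had a shift of 0.25 in ES replicate 4 (passage 20), and 0.23 after the regression. Comparison with the other autosomes of that library decided nothing, because chromosome 6 was itself shifted, by 0.19 before and 0.21 after the regression. The corrected chromosome 8 shift stayed over the limit of 0.2 by more than its bootstrap SD over genes, 0.00914, while the regression moved another autosome by up to 0.066. This argues against GC content or length as the whole cause, and what raised these chromosomes in this library stays open. Chromosome 13 genes in ES replicate 1 had a shift of 0.26, which fell to 0.071 after the regression, with other autosomes up to 0.057. Most of that shift may therefore be technical.

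All 3 EpiSC_AFX libraries had Xist above every other library, which argues against one mislabelled library (3 libraries). The summed CPM of Ddx3y, Uty and Eif2s3y was at most 0.207% of the EpiSC_AF mean, which argues against male cells mixed into these libraries. The line AFX6 may be female and the other lines male, and comparisons with EpiSC_AFX then include a sex difference that the labels do not mention.

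EpiSC_AFX replicate 1 (passage 12) had endoderm genes that the other passages lacked. Cer1 was at 91.0 CPM, against 2.00 and 0.407 in the others, and Sox17 was at 13.1 CPM, against 0.0714 and 0.102. Over 5 genes, chosen after their values were seen, it reached 23.3% to 36.7% of the EpiSC_AF level. Its Y-linked genes were at 0.206% of that level, which argues against EpiSC_AF cells in the library. Differentiation in the culture and a change with passage stay open, as 1 library cannot separate them.

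Kdm5d was low in ES and in EpiSC_AF while other Y-linked genes were expressed. In ES it had 1 count in replicate 1, 21 in replicate 2, 29 in replicate 3 and 91 in replicate 4. The counts above the floor summed to 141 over 3 libraries, which argues against loss of the gene in all cells of the ES line. In EpiSC_AF it had 40, 24 and 1 counts in replicates 1 to 3, and the 64 counts above the floor in 2 of 3 libraries argue against loss in all cells of that line in the same way. Among the FS libraries it was at 9.40 CPM in replicate 4, against 35.3 to 58.5 CPM in the others. Reads from the paralog Kdm5c would also appear in EpiSC_AFX, where Kdm5c was at 228 ± 4.87 CPM (SD, n = 3) and Kdm5d had at most 2 counts. Silencing in most cells, or a mixture of cells with and without the gene, may explain the values and was not tested.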
